A study of Saccharomyces cerevisiae with 34 samples. Its data were reported in "Modulation of the transcription regulatory program in yeast cells committed to sporulation" (2006).

How the data were processed

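The series holds 34 dual-colour arrays of SK1 yeast cells. Per the labels, cells were grown in YPA (yeast extract, bactopeptone and potassium acetate), placed in SPM (potassium acetate with raffinose) and, at each hour from 2 to 10, returned to YPA. Arrays were assigned to 4 groups from the labels, namely SPM (8 arrays) and YPA 0 min (9), 20 min (8) and 40 min (9) after transfer. SPM at 10 h and the 20 min sample at 9 h have no array among the 34. Every array was hybridised against the same reference RNA, from cells grown in YPA, with no dye swap.

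The deposited per-array files hold the mean spot intensity and the local background of each channel on a linear scale, per the file headers, as quantified by the authors from scans with QuantArray, without background subtraction. The files also carry, per the file headers, a mark for ignored spots, which set aside 53 spots on 2 arrays. The deposited value table holds log2 ratios of Cy5 over Cy3. To make it the authors subtracted the background, raised values under the mean of the buffer spots to that mean, subtracted the median of each array, removed bad spots and averaged duplicates. The text of the labelling protocol gives the dyes in the opposite order to the label fields, the file headers and the value table. The table was taken as sample over reference, because the supplement of the study gives Cy5 for the samples and Cy3 for the reference. Each of its 34 columns matched best the log2 ratio of the second channel over the first on its own array. That match shows how the table was made, and not which channel held the sample. The correlation ranged from 0.912 to 1, with 32 at 0.99 or more, and the slope from 0.961 to 1.01. DMC1 and SPS4, genes of meiosis, are high in SPM in this orientation.

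The arrays were of 2 types, 27 of oligonucleotides (15552 spots, 6357 genes) and 7 of PCR products (12800 spots, 6177 genes). The type was inferred from the spot number and grid of each file, which for the 7 match the PCR arrays that the study describes for other courses. The labels and the study name the oligonucleotide array for all 34, so the type, and whether the 7 belong to this course, rest on that inference. Each of the 34 files matched its own column of the deposited value table best. The PCR arrays were SPM at 3 and 8 h, 0 min at 2, 4 and 5 h, 20 min at 5 h and 40 min at 3 h. Images were quantified on 5 days, holding 14, 10, 6, 3 and 1 arrays. Day was partly tied to group and array type: 1 day held 6 PCR arrays and nothing else, 4 of the 8 SPM arrays came from days without a YPA array, and 7 of the 8 arrays at 20 min came from 1 day. The fits with day as a block therefore lean on the remaining arrays. Spots were joined by open reading frame. Of 6397 frames 5837 were matched to the gene table and 5230 had a symbol. Of 6159 genes of the value table, 5562 could be paired with a gene of the arrays.

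From the intensities, ignored spots were left out, the background was corrected with the normexp method (offset 50), log2 ratios were normalised with a loess curve over intensity on each array (span 0.3, control spots given no weight), and the spots of a gene were averaged. A gene counted as detected on an array when its signal minus background exceeded the 95th percentile of the buffer and empty spots. A gene was tested when it was detected in either channel on at least 3 arrays of the fit and had a value on at least 80% of them.

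Tests used limma 3.58.1 (with statmod 1.5.0) in R 4.3.3, with moderated statistics, a trend of the variance with intensity and Benjamini-Hochberg adjustment over all genes tested in a comparison (alpha 0.05). Tables and plots used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The responses at 0, 20 and 40 min, the mean of 20 and 40 min, and 40 against 0 min came from 1 fit of all 34 arrays (6117 genes, 22 residual degrees of freedom), with the hour as a fixed block. The responses of early and late cells and their difference came from 30 arrays without hour 5 (6328 genes, 16 residual degrees of freedom), also blocked by hour. SPM levels against the reference and between stages came from the 8 SPM arrays (5967 genes, 5 residual degrees of freedom). The response difference holds the SPM difference with its sign turned, so an opposite change in SPM is partly built in. Before calls were compared, the pairing by hour was checked on the arrays. Of 48 pairs of arrays of the same hour, 48 had a correlation over 0.1 (0.113 to 0.777, median 0.5), and 27 were highest with their own hour.

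The stages, comparisons, gene lists, tests, named-gene rule and most alternatives were fixed before the data were examined. Named genes had the 6 highest or 6 lowest log2 values among genes with an adjusted p under 0.05. They also needed a symbol and a value on every array of the comparison. For the responses, though not for their late minus early difference or for SPM levels, the same sign at every hour was required. To these were added up to 4 members of each called list with the smallest adjusted p, and a fixed set of regulators. Of 25 lists, 24 had at least 5 members measured and were tested with camera (preset correlation 0.01), and repeated with an estimated correlation and with fry. The list of 3 repair genes was only described. The lists are early meiosis, middle meiosis and spore formation, meiotic divisions, late sporulation, ribosomal proteins, ribosome biogenesis, RNA polymerases I and III, translation factors, gluconeogenesis, the TCA cycle and respiratory chain, the mitochondrial ribosome, the environmental stress response, nitrogen catabolite repression, amino acid biosynthesis, glycolysis, G1 and DNA replication, histones, mitosis, the proteasome, autophagy, pseudohyphal growth, the PKA pathway, haploid-specific genes, and the repair and process-linked genes named by the study.

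Genes counted as induced were at least 2-fold over the reference. For the fate after transfer, genes had to pass this in the SPM arrays of the hours before and after, and were lower or higher at 1.5-fold and unmoved within 1.3-fold. The similarity of hours was Pearson's r across genes, tested by exact permutation of the stage labels. Splits of the samples were enumerated, or 100 drawn with seed 11. For the early and the late response every choice of the SPM array within the hours of that stage was counted.

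The fits were tested on simulated data with the real variances. The simulated noise was independent between arrays, with the same change at every hour and no effect of array type or day. The false calls below therefore hold for that setting only. On the real arrays 1 relabelled split of the 0 min response called 402 genes. For the response at 20 and 40 min (6117 genes) changes of 1.5-fold, 2-fold and 3-fold were recovered in 54.1, 90.4 and 100% of genes, with 9 false calls. For the 0 min response the shares were 32.9, 82.6 and 96.7% (6 false calls). For the late minus early response difference (6328 genes) they were 6.15, 37.9 and 72.5% (3 false calls), for the late minus early difference in SPM (5967 genes) 0, 1.3 and 28.2% (5 false calls), and for late SPM against the reference 8.06, 47.2 and 87.9% (3 false calls).

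Alternatives were median centring, the procedure of the study, no background correction, the deposited table, scaling between arrays, other detection filters, array weights, no block, the hour as a random block, quantification day as a block, each hour left out, other borders of the stages, no 0 min arrays, a minimum of 2-fold, other tests of lists and averaged pairs of ribosomal protein genes. Added after seeing the data were array type as a block, oligonucleotide arrays alone, leaving out the 8 h SPM array (whose file gives a background of 0 for nearly all spots), the arrays of the most used or next most used quantification day alone, and hours left out of the similarity. Other media that the study examined were not analysed here.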

Results

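Transcript levels were measured on 34 dual-colour DNA microarrays in diploid SK1 yeast, a strain that sporulates fast and evenly. Cells grown in rich acetate medium (YPA) were placed in sporulation medium (SPM), and samples of this culture were returned to YPA hour by hour. The arrays covered SPM at 2 to 9 h (8 arrays) and YPA cultures 0 min after transfer at 2 to 10 h (9 arrays), 20 min after transfer (8 arrays, none at 9 h) and 40 min after transfer (9 arrays). Each value was the log2 ratio of a sample to 1 common reference, RNA of YPA-grown cells. Per the supplement of the study, these cells came from its course with transfer to YPD. Hours 2 to 4 were taken as early and hours 6 to 9 as late, on either side of the time at which the study places commitment, the point after which cells finish sporulation whatever the medium. Hour 5 was left out of that contrast. The YPA arrays of hour 10, which has no SPM array, entered the fit of the early and late responses as late.

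Signal in the sample channel lay above the negative control spots for 72.71 to 96.79% of the gene spots on the 27 oligonucleotide arrays and for 40.23 to 79.8% on 7 arrays whose file layout was that of spotted PCR products, although every label names the oligonucleotide array. Duplicate spots differed with an SD of 0.204 to 0.278 and 0.112 to 0.17 on the log2 scale. Each hour and state had 1 array, so hours served as the replicates. In the fits of the responses the arrays of an hour entered singly, with the hour as an additive block. A departure in response shared by the arrays of an hour was therefore not fully part of the error. The SE and p-values of the averaged responses and of the stage difference may be too small for that reason. The samples came from successive hours of apparently 1 culture, so every p-value measures only the spread between these samples, part of which may be technical, and the number of arrays limits the precision.

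The first question was how expression changed during sporulation itself. In the early SPM arrays the members of the early meiosis list averaged 3.16 ± 0.30 (log2 over the reference, SD, n = 3 arrays) and those of ribosomal proteins -2.03 ± 0.21, levels that were not tested as lists. DMC1 (YER179W), the meiotic strand-exchange protein, was 47.5-fold higher than in the reference (log2 5.57 ± 0.57 SE, n = 3 hours, adjusted p = 0.00111), and the meiotic cohesin REC8 was 42.2-fold higher (5.4 ± 0.67, adjusted p = 0.00219). ECM11, a component of the synaptonemal complex, was 39.4-fold higher (5.30 ± 0.43), the meiotic checkpoint kinase MEK1 39.3-fold (5.30 ± 0.50), the meiotic kinase IME2 34.7-fold (5.12 ± 0.41) and the ammonium permease MEP2 31-fold (4.95 ± 0.45), each in 3 of 3 hours with an adjusted p of 0.000696 or less. URA1, an enzyme of pyrimidine synthesis, was 28.8-fold lower (-4.85 ± 0.28, adjusted p = 0.000138). The ribosomal protein genes RPS3 and RPS9A were 14.3-fold and 12.4-fold lower (-3.83 ± 0.44 and -3.63 ± 0.47). The serine and threonine deaminase CHA1 was 12-fold lower (-3.58 ± 0.69, adjusted p = 0.0089), a call that was lost without hour 4 (0.0596), and BTN2 and YRO2 were 10.9-fold and 10.6-fold lower. Among the regulators, UME6, a repressor and activator of early meiotic genes, was 2.27-fold higher (1.18 ± 0.33, adjusted p = 0.0388) and the G1 cyclin CLN3 3.34-fold lower (-1.74 ± 0.48, adjusted p = 0.0361). Both lost their calls with quantification day as a block (adjusted p = 0.0574 and 0.119), a fit with 2 residual degrees of freedom in which the differences were no smaller (1.46 and -1.77). IME1, the inducer of meiosis, did not pass (1.18 ± 0.38, adjusted p = 0.0584).

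Of 5967 genes tested with limma, 1058 differed from the reference in early SPM, 544 higher and 514 lower, against 765 higher and 479 lower with median centring, 723 and 422 with the procedure of the study, and 755 and 397 in the deposited value table. The count was 371 without hour 2, 574 without hour 3, 258 without hour 4 and 515 with quantification day as a block. The reference was 1 RNA sample labelled with the same dye throughout, so these tests leave out its own spread and hold any dye bias. As it came from another course, a difference between cultures may also enter every ratio to it.

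In the late SPM arrays the strongest named gene was SPS4 (YOR313C), expressed at mid-sporulation and 204-fold above the reference (log2 7.67 ± 0.82, n = 4 hours, adjusted p = 0.000196). The spore wall genes SPR2, SPS2 and SPS22 were 138-fold, 122-fold and 121-fold higher (7.11 ± 0.90, 6.93 ± 0.79 and 6.92 ± 0.65). SPS1, a kinase needed for spore wall assembly, was 115-fold higher (6.84 ± 0.69), and SGA1, a glucoamylase of sporulating cells, 109-fold (6.76 ± 0.46, adjusted p = 4.01e-05). NDT80, the activator of mid-sporulation genes, was 37.3-fold higher (5.22 ± 0.73, adjusted p = 0.000705), IME2 24.0-fold (4.58 ± 0.35) and DIT1, an enzyme of the dityrosine layer, 62.5-fold (5.97 ± 0.73, adjusted p = 0.000374). BTN2 was 30.9-fold lower (-4.95 ± 0.29), URA1 22.9-fold, the lactate dehydrogenase CYB2 19.0-fold, the secreted glycoprotein YGP1 18.7-fold, the heat shock protein HSP104 15.1-fold and PRY2 12.4-fold, each in 4 of 4 hours with an adjusted p of 0.000183 or less. GRE1 and XBP1, stress genes that the study linked to the progress of sporulation, were 9.94-fold and 4.28-fold higher (adjusted p = 0.000186 and 0.0038). In all, 2142 genes differed from the reference, 1174 higher and 968 lower, with 1316 without hour 7 and 1175 with quantification day as a block.

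At least a 2-fold rise over the reference in 1 or more SPM arrays was seen for 2270 of the 5967 genes. Of these, 724 reached it on exactly 1 array and 1039 in at least 3 consecutive hours. The number per array grew from 506 at 2 h to 1125 at 5 h and 1190 at 8 h, and was 656 at 9 h. No test per gene underlies these counts.

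Set directly against the early SPM arrays, the late arrays had more transcript of HXT10, a hexose transporter (60.5-fold, log2 5.92 ± 0.53, adjusted p = 0.00537), UBC11, a ubiquitin-conjugating enzyme (48.0-fold, 5.58 ± 0.79), GNP1, a glutamine permease (43.7-fold, 5.45 ± 0.54), SPS1 (40.8-fold), DIT1 (39.0-fold) and SGA1 (36.3-fold). They had less of MEP2 (21.3-fold, -4.41 ± 0.59, adjusted p = 0.0111), YGP1 (12.5-fold), the amino acid permease GAP1 (10.3-fold), the isocitrate dehydrogenase subunit IDH1 (9.08-fold), the chromosome axis protein HOP1 (8.28-fold) and the succinate carrier SFC1 (6.44-fold). For each of these 12 genes all 4 late hours lay beyond every early hour (n = 3 early and 4 late hours). With quantification day as a block, a fit with 2 residual degrees of freedom, all 12 lost their call (adjusted p from 0.0721 for HXT10 to 0.354 for DIT1) while the differences stayed large, such as 5.16 for HXT10, 5.01 for GNP1, 4.85 for DIT1, 4.18 for SPS1 and -4.11 for MEP2.

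Gene lists drawn up before the data were examined were compared between late and early SPM with camera. The middle meiosis and spore formation list rose (median log2 3.55 over 41 genes, adjusted p = 1.57e-12), with 13 members called higher and 36 adjusted over the list alone, among them SPO20 (18.4-fold), OSW1 (29.5-fold) and GAS2 (35-fold), all of spore membrane or wall formation. The late sporulation and dityrosine wall list rose as well (3.68, 8 genes, adjusted p = 0.000782, 6 higher over the list alone), as did meiotic divisions (1.21, 30 genes, adjusted p = 0.00199, 8 higher over the list alone), where the anaphase-promoting complex genes CDC27 (13.9-fold) and APC5 (6.33-fold) and their activator CDC20 (11.9-fold) were called. Meiotic divisions missed with quantification day as a block (0.71, 0.106), after scaling between arrays (0.65, 0.0698), with hour 5 counted as early (0.0868), without hour 6 (0.0587) and on the oligonucleotide arrays alone (0.0502). Early meiosis fell (-1.25, 35 genes, adjusted p = 2.01e-05), with PCH2 and HOP1 called lower, and 5 lower and 1 higher over the list alone. Ribosomal proteins rose (1.21, 132 genes, adjusted p = 8.72e-17), with RPL22A and RPP0 called over all genes, but 0 of 132 were called when adjusted over the list alone, and fry did not call the list (0.125). Ribosome biogenesis (0.65, adjusted p = 5.83e-13, 5 of 117 called, 13 over the list alone), translation factors (0.48, adjusted p = 0.00331, 2 of 36 over the list alone) and the mitochondrial ribosome (0.42, adjusted p = 4.36e-05, 7 of 68 called, 12 higher and 1 lower over the list alone) rose as well. The proteasome fell (-1.26, adjusted p = 3.23e-13) with no gene called over all genes and 23 of 33 lower when adjusted over the list alone, and the TCA cycle and respiratory chain fell (-0.76, adjusted p = 1.02e-08, IDH1 and ATP3 called, 15 of 47 lower over the list alone). Gluconeogenesis (-0.46), nitrogen catabolite repression (-0.65), G1 and DNA replication (-0.51) and the environmental stress response (-0.41) fell, each with an adjusted p of 0.00348 or less and with 10, 7, 0 and 12 members lower over the list alone (0, 1, 0 and 3 higher). Amino acid biosynthesis (0.32, adjusted p = 0.0452) and the 7 process-linked genes the study had named (1.74, adjusted p = 0.0329) passed, and both missed on the oligonucleotide arrays alone (0.195 and 0.116) and with the procedure of the study (0.226 and 0.0589), as did translation factors with that procedure (0.0651). Amino acid biosynthesis also missed in the deposited value table (0.15). The second list was picked by the study in the same strain, in part for its rise late in SPM, so a rise was to be expected. Members of the meiotic divisions list, such as CDC20, CDC5 and CLB1, are also named by the study among its mid-sporulation genes. A rise of that list is therefore no independent evidence either. RNA polymerases I and III (0.51, adjusted p = 0.0502) and histones (-0.72, 0.0681) missed, and passed with the procedure of the study (0.00174 and 0.0142). With an estimated correlation none of the 16 lists passed (adjusted p of 0.346 or more), 2 of 24 had an unadjusted p under 0.05 (gluconeogenesis and the mitochondrial ribosome), and fry called the same 2.

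**Figure D1:**
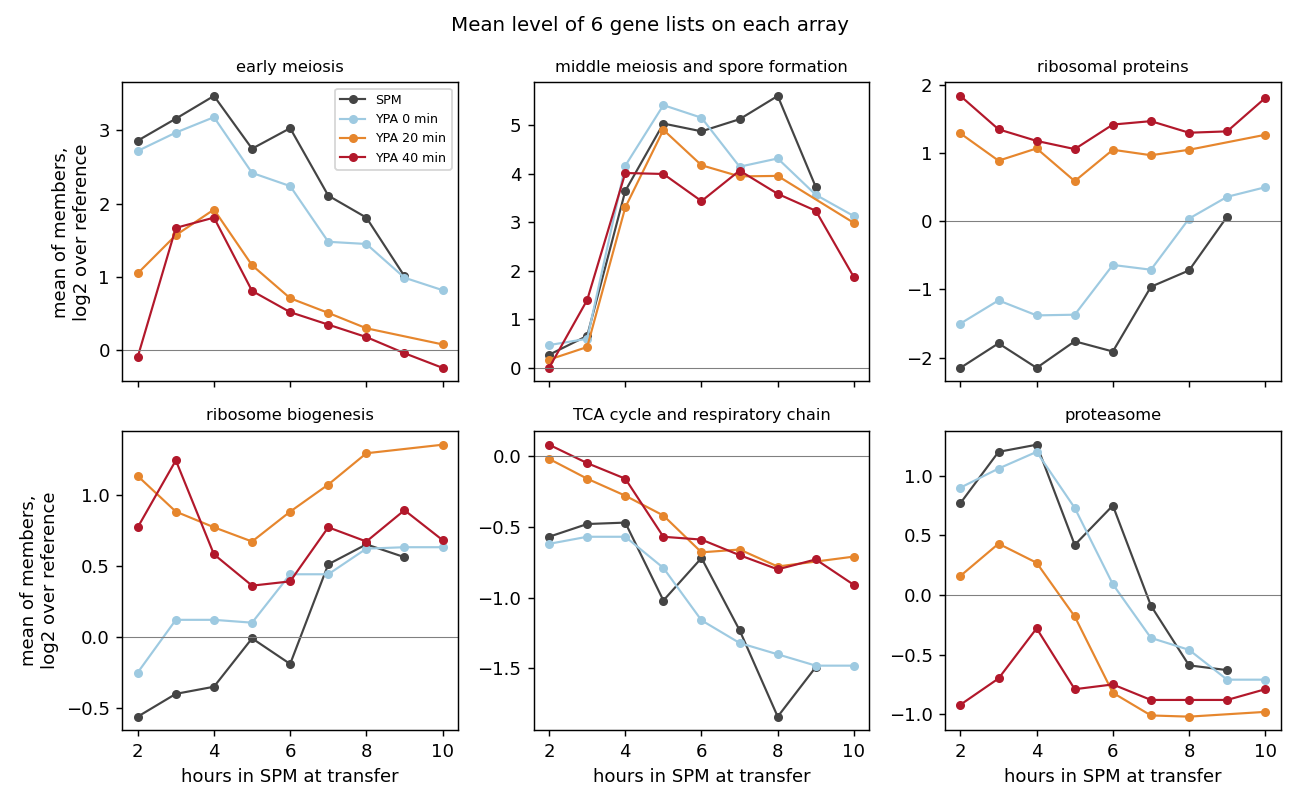
Mean log2 level over the reference of the members of 6 gene lists on each array (y axis) against hours in SPM at transfer (x axis), with 1 line each for SPM and YPA at 0, 20 and 40 min and 1 array per point, so there are no error bars. In SPM ribosomal proteins averaged -2.03 in early and -0.88 in late hours, against 1.27 and 1.23 in YPA at 20 and 40 min.

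Gene by gene, 230 of 5967 transcripts differed between late and early SPM, 172 higher and 58 lower, against 174 and 158 with median centring, 144 and 93 with the procedure of the study and 243 and 168 after scaling between arrays. The result rested on few arrays: limma called 5 genes without hour 2, 0 without hour 3 (1085 at an unadjusted p under 0.05), 672 without hour 6, 38 without hour 7, 4 on the oligonucleotide arrays alone and 0 with quantification day as a block (2 residual degrees of freedom, 698 at an unadjusted p under 0.05), where all 230 kept their sign. Counting hour 5 as early gave 0 (851 at an unadjusted p under 0.05), and counting it as late gave 582.

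The main comparison set each transferred culture against the SPM culture of the same hour, the question of the study being how sporulating cells respond to renewed nutrients. Averaged over 20 and 40 min, the ribosomal protein gene RPS9A (YPL081W) rose 14.7-fold (log2 3.88 ± 0.26 SE, n = 8 hours, adjusted p = 5.5e-12), RPS2 12.9-fold (3.69 ± 0.22), RPL16B 12-fold (3.58 ± 0.32), RPS9B 11.7-fold (3.55 ± 0.23), RPL34B 11.5-fold (3.53 ± 0.21) and RPS20 11.2-fold (3.49 ± 0.29). RGI2 (YIL057C), a gene of respiratory growth, fell 13.8-fold (-3.78 ± 0.25, adjusted p = 5.56e-12), and DMC1 fell 12.2-fold (-3.61 ± 0.26). INO1, the inositol phosphate synthase, fell 10.9-fold (-3.45 ± 0.36), the phosphate transporter PHO89 8.83-fold (-3.14 ± 0.23), REC8 8.42-fold (-3.07 ± 0.35) and FOX2, an enzyme of peroxisomal beta-oxidation, 7.7-fold (-2.95 ± 0.27, adjusted p = 1.2e-09). All 12 moved the same way in 8 of 8 hours. Duplicated ribosomal protein genes such as RPS9A and RPS9B are nearly identical, so their probes may share signal.

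In total 2506 of 6117 genes changed (41%), 1033 higher and 1473 lower, of which 754 changed at least 2-fold and 1236 moved the same way in every hour. The fit without the hour block called 1910. The 27 oligonucleotide arrays alone called 2834, of which 2298 were among the 2506. The 14 arrays quantified on the most used day, with 2 residual degrees of freedom, called 1 gene, although 2425 of 2474 called genes measured there kept their sign.

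Ribosomal proteins rose as a list (median log2 2.84, camera adjusted p = 2.65e-81, 8 of 8 hours), with 125 of 132 measured genes higher, 0 lower and 7 not called, and 129 higher when adjusted over the list alone. Translation factors rose (0.75, adjusted p = 1.01e-10), with 26 of 36 higher and 27 when adjusted over the list alone, led by the initiation factor subunits NIP1 (5.35-fold, 2.42 ± 0.19), RPG1 (4.41-fold, 2.14 ± 0.18) and PRT1 (3.59-fold, 1.84 ± 0.16). Early meiosis fell (-1.64, adjusted p = 6.62e-15, 8 of 8 hours), with 33 of 35 genes lower both ways, among them the telomere and pairing gene CSM4 (4.05-fold, -2.02 ± 0.16), the checkpoint ATPase PCH2 (3.4-fold, -1.77 ± 0.15) and the crossover gene SPO22 (6.0-fold, -2.59 ± 0.25). Autophagy fell (-0.55, adjusted p = 0.000117), with 17 of 26 lower and 18 when adjusted over the list alone, such as the vacuolar transporter ATG22 (2.8-fold) and the kinase regulator ATG13 (1.82-fold). These 4 lists of 24 tested also passed with an estimated correlation, with adjusted p of 0.0259 for ribosomal proteins and early meiosis and 0.0461 for translation factors and autophagy.

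A further 10 lists passed camera with the preset correlation and not with the estimated one, whose adjusted p is given second. Ribosome biogenesis rose (0.79, adjusted p = 2.42e-20, then 0.0813), with 88 of 119 genes higher and 92 when adjusted over the list alone, such as the box C/D protein NOP56 (6.13-fold, 2.62 ± 0.25) and NOC2 (3.42-fold). The mitochondrial ribosome rose (0.67, 2.22e-15, then 0.0626, with 46 of 70 higher both ways), as did amino acid biosynthesis (0.60, 1.41e-08, then 0.0925, with 32 of 56 higher and 2 lower, or 33 and 2 adjusted over the list alone), where the asparagine synthetase ASN1 rose 4.32-fold. The TCA cycle and respiratory chain rose (0.72, 3.65e-07, then 0.0813), with 29 of 47 higher and 5 lower (30 and 6 adjusted over the list alone), the complex III subunit QCR2 rising 3.27-fold while the succinyl-CoA ligase LSC1 fell 2.36-fold. RNA polymerases I and III rose (0.62, 0.000319, then 0.0886, with 12 of 24 higher and 1 lower, or 13 and 1 adjusted over the list alone), RPA135 by 4.78-fold, and the mean of this list was higher in 7 of 8 hours and -0.175 at 8 h. The proteasome fell (-1.04, 1.08e-10, then 0.175, with 30 of 33 lower both ways), PRE3 by 2.54-fold. Histones fell (-0.88, 2.23e-06, then 0.0512, with 11 of 11 lower both ways), the linker histone HHO1 by 3.41-fold and the variant HTZ1 by 3.12-fold. Meiotic divisions fell (-0.88, 6.72e-06, then 0.0925, with 19 of 30 lower and 22 adjusted over the list alone), and so did G1 and DNA replication (-0.24, 0.00573, then 0.12, with 19 of 48 lower both ways), including the cohesin genes PDS5 (3.57-fold) and IRR1 (2.47-fold).

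Middle meiosis and spore formation gave the weakest of these calls, a fall of -0.59 in the median (adjusted p = 0.00947, then 0.522) that the test turned upward after scaling between arrays (-0.04, adjusted p = 0.621). Of its 43 genes 14 were lower (13 adjusted over the list alone), such as DON1 (2.85-fold, -1.51 ± 0.33), which was not called without the hour block (adjusted p = 0.0599). The list missed without the hour block (0.154), with quantification day as a block (0.107), within the most used day (0.205), without hour 8 (0.0962) or its SPM array (0.0894), with the procedure of the study (-0.41, 0.135) and in the deposited value table (-0.46, 0.0724). Of the remaining lists, mitosis and cytokinesis missed (-0.35, adjusted p = 0.0666, 8 of 30 lower) and passed with quantification day or array type as a block (0.0122 and 0.0342). The haploid-specific and mating genes missed (-0.30, adjusted p = 0.0851, 7 of 26 lower), as did gluconeogenesis (-0.11, adjusted p = 0.173, 4 of 32 higher and 12 lower) and nitrogen catabolite repression (-0.31, adjusted p = 0.141, 5 of 31 higher and 11 lower), both of which passed within the arrays of the most used day (0.014 and 0.00111). Late sporulation had 1 of 8 genes lower (adjusted p = 0.427), the PKA pathway 1 of 19 higher and 3 lower (0.825), and pseudohyphal growth 2 of 19 lower (0.914). The stress response list had 9 of 49 higher and 13 lower, and glycolysis 3 of 26 higher and 5 lower (both 0.914). Of the 7 process-linked genes 1 fell, and the list did not pass (adjusted p = 0.914), with a median of 0.05 and a mean of -0.11. Testing only whether a list's genes moved one way on balance, fry called 19 of the 24.

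Among the regulators, IME1 fell 3.75-fold (-1.91 ± 0.20, adjusted p = 1.32e-08, 8 of 8 hours), IME2 2.94-fold (-1.55 ± 0.31, adjusted p = 0.000185, 7 of 8 hours) and UME6 1.9-fold (-0.93 ± 0.21, adjusted p = 0.000688). The stress factor XBP1 fell 1.94-fold (-0.96 ± 0.29, adjusted p = 0.00843, and 0.216 without the hour block). SUM1, a repressor of middle meiotic genes, was 1.44-fold higher (0.53 ± 0.20, adjusted p = 0.0387), and was not called without the hour block (0.138) or with quantification day as a block (0.478). The values of NDT80 (-0.25 ± 0.30, adjusted p = 0.547), its target SPS4 (-0.42 ± 0.40, 0.438), the kinase SMK1 (-0.56 ± 0.76, 0.6), CLN3 (0.41 ± 0.24, 0.191) and BCY1, the inhibitory subunit of PKA (-0.32 ± 0.14, 0.0559), did not pass, nor did those of the adhesin FLO11, the sensor MSB2, DIT1, SPS100, HSP12, GRE1, SIP18 and TOR1 (adjusted p from 0.0886 to 0.896). The study named 3 repair genes for cells returning to growth after early transfer to YPD. Of these, HAM1 (-0.05 ± 0.12), RAD55 (0.05 ± 0.10) and MSH1 (0.22 ± 0.12), none passed in YPA at 20 and 40 min over all hours. In early cells alone none was called either (median 0.13), and as a list of 3 they were not tested.

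**Figure D2:**
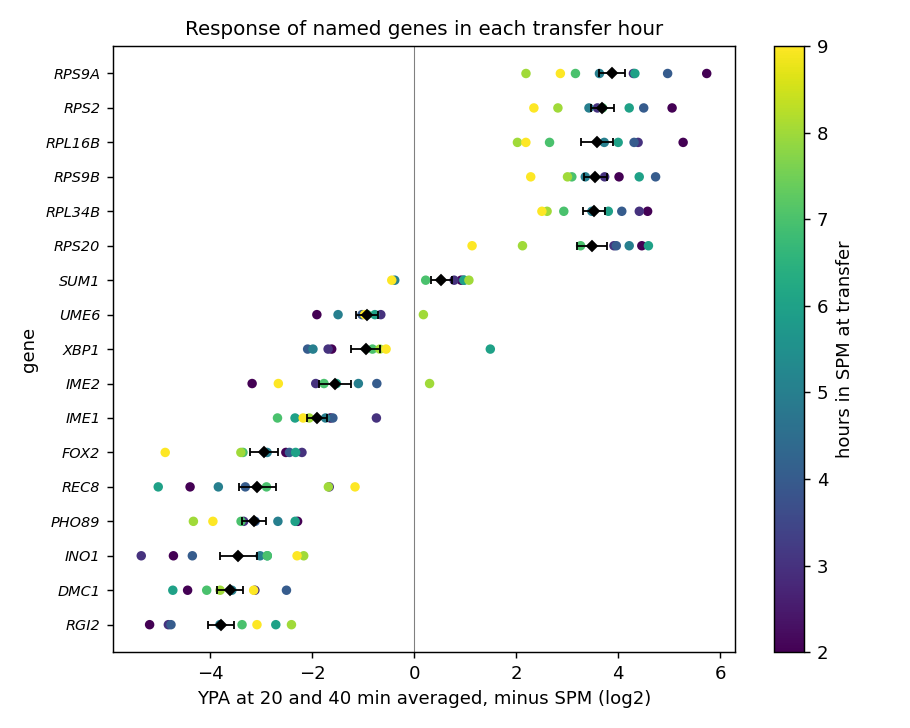
Log2 response of 17 named genes, YPA at 20 and 40 min averaged minus SPM (x axis), with coloured points for single hours and black diamonds with bars for the fitted mean and its SE. RPS9A (3.88) rose and RGI2 (-3.78) fell at 8 of 8 hours.

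At 0 min fewer genes differed from SPM than at 20 or 40 min. The transcription factor CIN5 rose 4.64-fold (log2 2.21 ± 0.25, n = 8 hours, adjusted p = 2.76e-06), the drug efflux pump PDR5 4.24-fold (2.08 ± 0.29), the regulator VHR1 4.03-fold (2.01 ± 0.17, adjusted p = 1.78e-08), STP4 3.73-fold (1.90 ± 0.20), the reductase GRE2 3.96-fold (1.99 ± 0.31) and the amino acid permease AGP1 3.78-fold (1.92 ± 0.34). SPL2 and PHO84, both of phosphate uptake, fell 3.0-fold and 2.5-fold (-1.59 ± 0.36 and -1.32 ± 0.30, adjusted p = 0.0195 and 0.0196). CAT2, REC104, PCH2 and LSC1 fell 1.65-fold to 1.78-fold. All 12 moved the same way in 8 of 8 hours. With quantification day as a block GRE2, AGP1 and the 6 that fell lost their calls (adjusted p from 0.0641 to 0.499), with differences of 1.89 for GRE2, 1.76 for AGP1, -1.73 for SPL2 and -1.05 for PHO84, and without the hour block the 6 that fell lost theirs (0.0725 to 0.522). In all 95 of 6117 genes were called, 74 higher and 21 lower, and the count was unsteady: 62 without hour 2, 40 without hour 4, 46 without hour 6, 171 without the SPM array of hour 8, 291 on the oligonucleotide arrays alone, 14 with quantification day as a block and 27 without the hour block. Within the arrays of the most used day and of the next, limma called 0 (260 and 561 at an unadjusted p under 0.05). IME1 (-0.63 ± 0.22, adjusted p = 0.182) and the other listed regulators did not pass at 0 min.

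At 20 min 2157 genes had changed, 918 higher and 1239 lower (1417 without the hour block, 1276 with quantification day as a block). STL1, a glycerol transporter, rose 14.9-fold (3.89 ± 0.36, n = 7 hours, adjusted p = 4.79e-09), RPS9A 11.3-fold and RPL21B 10.3-fold (3.36 ± 0.29). RGI2 fell 14.7-fold (-3.88 ± 0.30), DMC1 11.2-fold, INO1 11.1-fold, SPG1 7.47-fold, the proline oxidase PUT1 7.46-fold (-2.90 ± 0.30) and the SUMO protease ULP2 7.44-fold (-2.90 ± 0.30), in 7 of 7 hours. IME1 was 4.87-fold lower (-2.28 ± 0.23, adjusted p = 1.99e-08). At 40 min 2203 genes had changed, 919 higher and 1284 lower. RPS9A rose 19.2-fold (4.26 ± 0.29, n = 8 hours), RPS22A 14.1-fold and RPS22B 13.9-fold, while DMC1 fell 13.3-fold, PHO89 11.6-fold, FOX2 9.78-fold and REC8 9.59-fold, in 8 of 8 hours. IME2 fell 4.08-fold (-2.03 ± 0.35, adjusted p = 3.55e-05) and IME1 2.89-fold (-1.53 ± 0.22). XBP1 fell 2.04-fold (-1.03 ± 0.32, adjusted p = 0.0128, and 0.289 without the hour block). GRE1 fell 2.07-fold (-1.05 ± 0.41, adjusted p = 0.0455), and lost the call without the hour block (0.531) and with quantification day as a block (0.375). Within the most used day, limma called 1 gene at 20 min and 5 at 40 min (857 and 1133 at an unadjusted p under 0.05), and within the next day it called 402 at 40 min.

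Set against the 0 min arrays, which had been through the same centrifugation, the 40 min arrays showed 1804 changed genes, 808 higher and 996 lower (1063 without the hour block). SAM4, a methionine cycle enzyme, rose 7.81-fold (2.97 ± 0.22, n = 9 hours, adjusted p = 2.96e-10), URA1 7.18-fold (2.84 ± 0.22) and RPS24B 6.95-fold (2.80 ± 0.28). DMC1 fell 11.1-fold (-3.48 ± 0.28), RGI2 8.97-fold, FOX2 8.68-fold and PHO89 8.36-fold, all in 9 of 9 hours. IME2 fell 3.27-fold (-1.71 ± 0.33, adjusted p = 0.000237) and IME1 1.87-fold (-0.90 ± 0.22, adjusted p = 0.00206, and 0.307 without the hour block). GRE1 fell 2.57-fold (-1.36 ± 0.39, adjusted p = 0.00937, and 0.229 without the hour block), but stood at 0.39 within the next most used day (adjusted p = 0.487). MSH1 was 1.27-fold higher (0.34 ± 0.12, adjusted p = 0.0411), a call lost without the hour block (0.0835) and with quantification day (0.101) or array type (0.0715) as a block. Within the most used day 0 genes were called by limma (437 at an unadjusted p under 0.05), and 419 within the next.

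The study asked whether committed cells respond as cells do before commitment. In early cells RPS9A rose 32.0-fold (5.00 ± 0.31, n = 3 hours, adjusted p = 2.76e-10), RPL22A 29.0-fold (4.86 ± 0.24), RPL16B 25.2-fold (4.66 ± 0.41), RPS7A 23.7-fold, RPS22B 21.4-fold, and BAP2, a permease of branched-chain amino acids, 24.5-fold (4.61 ± 0.38). MEP2 fell 38.4-fold (-5.26 ± 0.40, adjusted p = 2.39e-09), RGI2 30.4-fold (-4.93 ± 0.25), INO1 28.0-fold (-4.81 ± 0.44), GAP1 16.9-fold (-4.08 ± 0.35), MEK1 11.9-fold (-3.57 ± 0.42) and PXA1, a peroxisomal fatty acid importer, 11.2-fold (-3.49 ± 0.36), in 3 of 3 hours. IME1 fell 2.51-fold (-1.33 ± 0.28, adjusted p = 0.000883, and 0.095 without the hour block), XBP1 3.48-fold and BCY1 1.74-fold (-0.80 ± 0.18, adjusted p = 0.00114), while SIP18 was 3.01-fold higher (1.59 ± 0.53, adjusted p = 0.0259, and 0.138 without the hour block).

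Early cells changed 1965 of 6328 genes, 952 higher and 1013 lower, and 14 of 24 lists passed camera. With an estimated correlation 6 of these passed, namely ribosomal proteins (median 3.47, 130 of 137 higher, 133 adjusted over the list alone, adjusted p = 1.17e-79, then 0.017), ribosome biogenesis (1.25, 89 of 120 higher, 96 over the list alone, 1.24e-26, then 0.017), translation factors (1.15, 26 of 36, 28 over the list alone, 3.02e-11, then 0.017), the mitochondrial ribosome (0.97, 55 of 72, 61 over the list alone, 1.01e-19, then 0.00138), early meiosis (-1.96, 29 of 36 lower, 32 over the list alone, 1.61e-11, then 0.0384) and autophagy (-0.68, 14 of 26 lower, 15 over the list alone, 0.000137, then 0.0235). Nitrogen catabolite repression fell (-0.67, 3 of 31 higher and 14 lower, 0.00181, then 0.0522), and so did the proteasome (-1.28, 31 of 34 lower, 2.36e-14, then 0.0522). The other 6 were amino acid biosynthesis, RNA polymerases I and III and the TCA cycle, which rose (medians 0.71, 0.81 and 0.36), and histones, G1 and DNA replication and meiotic divisions, which fell (-1.05, -0.41 and -0.38), with an adjusted p of 0.0522 or more with an estimated correlation. Meiotic divisions was marginal (adjusted p = 0.0483, 0.0879 without the hour block, 0.274 without hour 2), and middle meiosis and spore formation did not pass (0.09, adjusted p = 0.811).

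In late cells URA1 rose 11.6-fold (3.54 ± 0.22, n = 4 hours, adjusted p = 8.78e-10), RPS2 9.37-fold (3.23 ± 0.28), RPS9B 8.97-fold, RPS9A 8.53-fold and SAM4 7.67-fold. The cullin CDC53 was 8.28-fold higher (3.05 ± 0.54), but its SPM value at 8 h came from a PCR array that gave -0.27 where the oligonucleotide arrays gave 4.89 at 7 h and 5.01 at 9 h. DMC1 fell 14.7-fold (-3.88 ± 0.36, adjusted p = 9.38e-08), PHO89 11.2-fold (-3.48 ± 0.31), FOX2 10.5-fold, SRT1, a dolichol synthase, 9.93-fold, SPL2 9.86-fold (-3.30 ± 0.39) and CIT3, a citrate synthase, 9.38-fold, in 4 of 4 hours. IME1 fell 5.39-fold (-2.43 ± 0.25, adjusted p = 3.32e-07) and IME2 2.54-fold (-1.34 ± 0.46, adjusted p = 0.0318, and 0.0813 without the hour block), whereas NDT80 (-0.90 ± 0.39, adjusted p = 0.0831) and SPS4 (-1.20 ± 0.53, 0.0895) did not pass.

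Late cells changed 1899 of 6328 genes, 767 higher and 1132 lower (1198 with quantification day as a block). Camera called 14 of 24 lists and 0 with an estimated correlation (10 at an unadjusted p under 0.05, and 18 by fry). Ribosomal proteins rose (median 2.30, 124 of 137 higher, 127 adjusted over the list alone, adjusted p = 3.29e-68, then 0.0602), ribosome biogenesis by less (0.48, 47 of 120 higher and 1 lower, 52 and 1 over the list alone, 1.22e-10, then 0.109), as did the TCA cycle and respiratory chain (0.73, 25 of 48 higher and 5 lower, 6.59e-08, then 0.0872), amino acid biosynthesis (0.52), translation factors (0.52), the mitochondrial ribosome (0.49) and RNA polymerases I and III (0.40, 0.00958, and 0.0747 without hour 9). Early meiosis fell (-1.61, 27 of 36 lower, 32 over the list alone, 5.46e-12, then 0.0602), with meiotic divisions (-1.07, 21 of 30 lower, 23 over the list alone, 6.74e-07, then 0.0872), among them the mitotic exit kinase CDC15 (3.35-fold) and the complex subunit APC2 (2.39-fold, not called without the hour block, adjusted p = 0.0565). Middle meiosis and spore formation fell (-1.12, 19 of 42 lower, 29 over the list alone, 6.18e-06, then 0.214), including the phosphatase subunit GIP1 (4.65-fold, -2.22 ± 0.36) and the spore wall gene OSW2 (2.55-fold, not called without the hour block, adjusted p = 0.121), but lay at 0.15 (adjusted p = 0.744) after scaling between arrays. The proteasome (-0.84), histones (-0.81) and autophagy (-0.44) fell. Mitosis and cytokinesis fell (-0.40, 10 of 30 lower, 0.0367, then 0.222), and missed without the hour block (0.0611), without hour 7 (0.0639) and without hour 9 (0.15). G1 and DNA replication missed (-0.25, 0.0593) and passed with quantification day or array type as a block (0.0305 and 0.0202).

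The late response was then set against the early response in 1 model. The ammonium permease MEP2, which fell 38.4-fold in early cells, differed most upward, by 24.8-fold (log2 4.63 ± 0.54, adjusted p = 6.83e-05, from -5.26 ± 0.36 SD over 3 early hours to -0.65 ± 1.22 over 4 late hours). CDC53 came next (12.5-fold, 3.65 ± 0.82, adjusted p = 0.0105, and 0.123 without the hour block), but its SPM value at 8 h was -0.27 on a PCR array. The general amino acid permease GAP1 followed (12-fold, 3.58 ± 0.47, adjusted p = 0.000144), with the iron uptake genes FIT2 (10.9-fold, 3.45 ± 0.41) and FET3 (6.42-fold, 2.68 ± 0.37) and the glutamate dehydrogenase GDH1 (6.3-fold, 2.66 ± 0.60). The glutamine permease GNP1 differed most downward, by 26.4-fold (-4.72 ± 0.43, adjusted p = 2.12e-06, from 4.16 ± 0.79 to -0.57 ± 0.75). The permease TAT1 (9.2-fold, -3.20 ± 0.63) followed, then the catalase CTT1 (7.68-fold, -2.94 ± 0.53, and 0.168 without the hour block), the permease BAP2 (7.25-fold, -2.86 ± 0.50), CHA1 (7.06-fold, -2.82 ± 0.75, adjusted p = 0.0265, and 0.202 without the hour block), which lost its call on the oligonucleotide arrays alone, and the vacuolar iron transporter CCC1 (7.02-fold, -2.81 ± 0.42). For all but CHA1, with 3, all 4 late hours lay beyond every early hour.

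**Figure D3:**
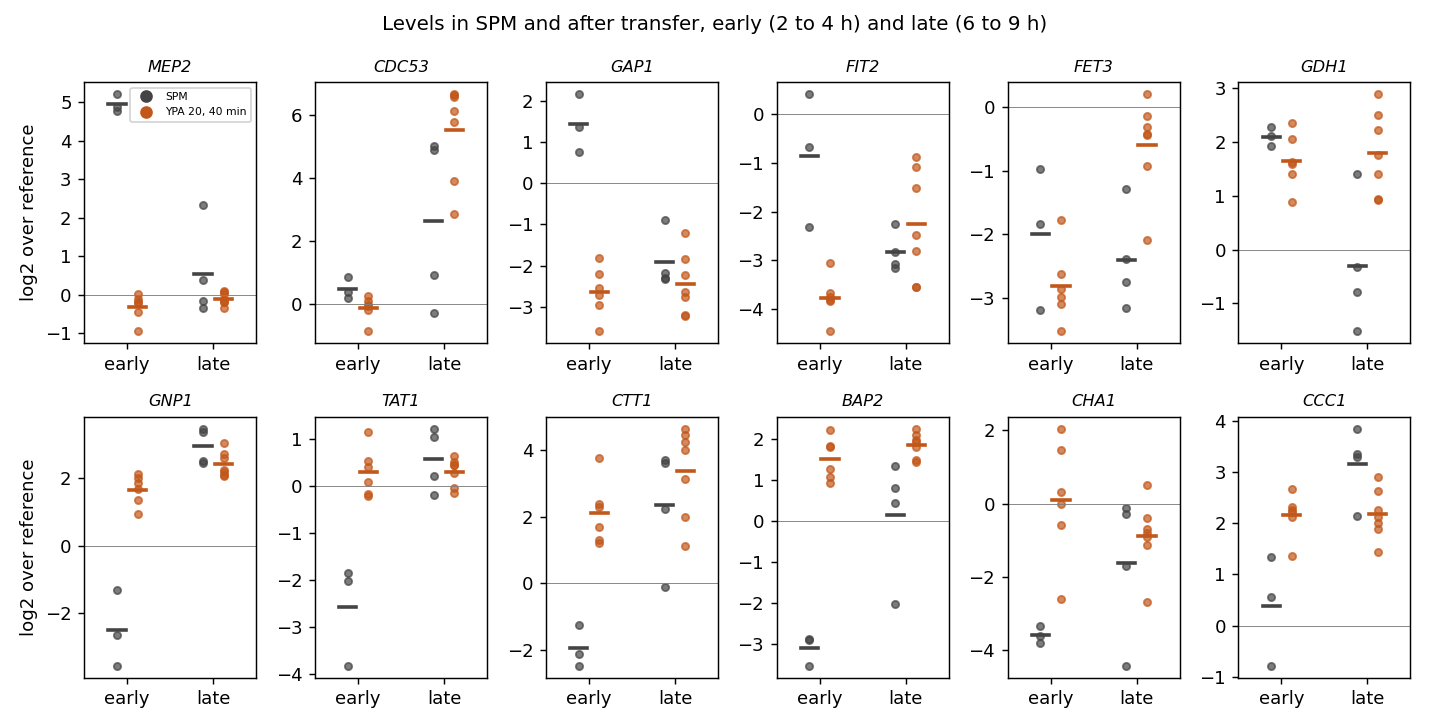
Log2 level over the reference (y axis) of the 6 genes with the highest and the 6 with the lowest late minus early difference, in early and late hours (x axis), in SPM (grey) and in YPA at 20 and 40 min (orange), with points for arrays, lines for their means and no error bars. In SPM MEP2 stood at 4.95 early and 0.55 late, and GNP1 at -2.50 and 2.95.

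Among the lists, ribosome biogenesis responded less in late cells (median difference -0.74, camera adjusted p = 2.24e-14, then 0.168 with an estimated correlation), with 21 of 120 members called lower (34 adjusted over the list alone), such as the helicase DBP3 (5.51-fold, -2.46 ± 0.41) and NOP12 (4.07-fold). Ribosomal proteins did so too (-1.24, 2.15e-26, then 0.233), with 36 of 137 called lower and 90 adjusted over the list alone, among them RPL22A (4.78-fold, -2.26 ± 0.32). Both lists reached similar mean levels in early and late YPA (log2 0.89 and 0.85 for biogenesis, 1.27 and 1.23 for ribosomal proteins). Their levels in SPM before transfer were lower in early than in late hours (-0.44 and 0.38, and -2.03 and -0.88). The mitochondrial ribosome (-0.55, 3.64e-09, then 0.0556, 13 of 72 lower, 19 over the list alone, MRPS17 by 6.63-fold) and translation factors (-0.49, 0.000129, then 0.233, 6 of 36 lower, TIF11 by 6.14-fold) also differed downward. Middle meiosis and spore formation differed by -1.17 (6.32e-06, then 0.28, 6 of 42 lower, 9 over the list alone), with SPO20 at 5.02-fold (-2.33 ± 0.46, and 0.237 without the hour block), and by -0.11 (0.898) after scaling between arrays. Nitrogen catabolite repression differed upward (0.41, 0.000209, then 0.0675, 7 of 31 higher and 1 lower, 9 and 1 over the list alone), MEP1 by 3.75-fold while the proline permease PUT4 went the other way (4.07-fold lower, and 0.0871 without the hour block). The stress response list (0.57, 0.000254, then 0.28, 8 of 50 higher and 1 lower, 11 and 2 over the list alone, the glycogen enzyme GLC3 by 3.41-fold), the proteasome (0.52, 1.29e-05, then 0.325, 1 of 34 higher) and G1 and DNA replication (0.26, 0.0204, then 0.274, and 0.162 without hour 2) were also higher.

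Another 3 lists were called in this difference and were marginal. RNA polymerases I and III (-0.47, adjusted p = 0.0394) missed with quantification day (0.0576) or array type (0.0549) as a block, on the oligonucleotide arrays alone (0.616), in the deposited value table (0.0772) and without hours 2, 3 and 8 (0.0872, 0.0926 and 0.343). Meiotic divisions (-0.50, 0.0324) missed without the hour block (0.102), on the oligonucleotide arrays alone (0.0728), with the procedure of the study (0.216), in the deposited value table (0.25) and without hours 3, 4 and 6 (0.103, 0.153 and 0.138), with APC2 the 1 member called, and the test turned upward after scaling between arrays (-0.12, 0.898). The TCA cycle and respiratory chain (0.18, 0.0342) missed with array type as a block (0.0523), on the oligonucleotide arrays alone (0.05, 0.555), with the procedure of the study (0.186), in the deposited value table (0.314) and without hours 3, 4, 8 and 9 (0.11, 0.153, 0.299 and 0.0803), and turned to -0.08 (0.898) after scaling between arrays. With an estimated correlation none of the 12 called lists passed (5 of 24 at an unadjusted p under 0.05, and 6 by fry). Early meiosis missed (0.26, 0.206), but was called higher on the oligonucleotide arrays alone (0.30, 0.0306), after scaling between arrays (0.60, 0.00128), without background correction (0.34, 0.0189) and without hour 6 (0.50, 0.0357). Autophagy missed (0.19, 0.0784) and passed with the procedure of the study (0.33, 0.0209) and after scaling (0.30, 0.013), and amino acid biosynthesis (-0.26, 0.215) passed without hour 6 (-0.42, 0.0243). Lists of gluconeogenesis (0.09, 0.215), glycolysis (-0.26, 0.266), the PKA pathway (0.17, 0.202) and pseudohyphal growth (0.24, 0.133) missed. NDT80 (-1.75 ± 0.58, adjusted p = 0.0756), IME1 (-1.10 ± 0.38, 0.0811) and BCY1 (0.68 ± 0.23, 0.0823) missed, and XBP1 passed (1.74 ± 0.47, 0.0288, and 0.0918 without the hour block).

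Gene by gene, 413 of 6328 responses differed between late and early cells, 143 higher and 270 lower, against 100 and 123 with the procedure of the study, 246 in all in the deposited value table and 145 without the hour block. The count was 171 without hour 2, 272 without hour 4, 639 without hour 6, 199 without hour 7 and 195 without hour 8, and 103 with hour 5 counted as early.

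Genes raised by sporulation were followed after transfer, picked at each hour from the SPM arrays of the hours before and after so that the baseline array played no part. Over hours 3 to 8, 63.8% ± 7.84 (SD, n = 6 hours) of the genes more than 2-fold above the reference were lower by 1.5-fold or more in YPA at 20 and 40 min, 19.2% ± 4.2 stayed within 1.3-fold and 6.06% ± 5.22 were higher by 1.5-fold or more. Among all other genes the share lower was 20.3% ± 3.01. The share was 58.4% at 3 and 4 h and 63.9% at 6 to 8 h, from 54.2% of 284 genes at 4 h to 74.5% of 608 genes at 5 h. It was 42.4% after scaling between arrays and 51.9% with the procedure of the study. The study reports no downregulation in YPA for the average of its mid-sporulation genes that fell in YPD. The genes followed here are another set, picked at each hour, and the average of the study's set was not computed. The middle meiosis list, also another set, fell in late cells, but not after scaling between arrays.

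**Figure D4:**
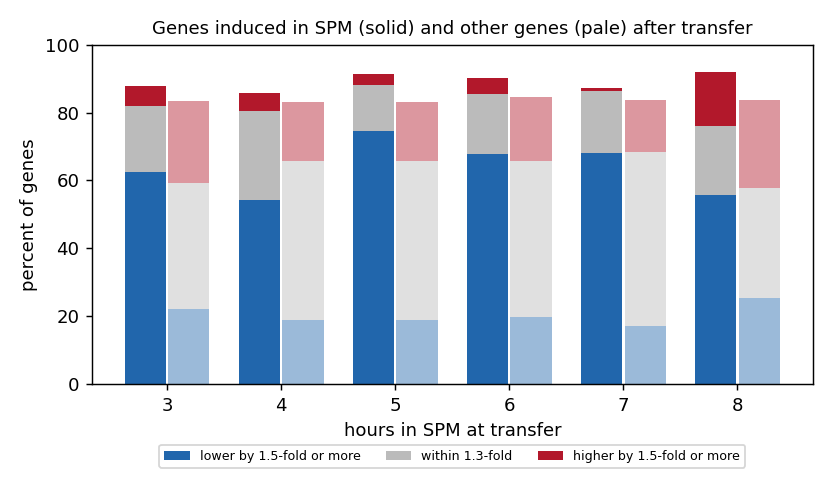
Percentage of genes (y axis) that were lower by 1.5-fold or more, within 1.3-fold or higher by 1.5-fold or more after transfer, by hours in SPM (x axis), for sporulation-induced genes (solid) and all other genes (pale), without error bars. The share of induced genes that were lower ran from 54.2% at 4 h to 74.5% at 5 h.

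Responses were also compared as a whole, by Pearson's r across 6103 genes, which are not independent replicates. The mean r was 0.746 among the 3 early hours, 0.518 among the 4 late hours and 0.514 between early and late hours. Pairs within a stage exceeded pairs between stages by 0.0798 (0.594 against 0.514), which did not pass an exact one-sided permutation test of the stage labels (p = 0.0857, 35 splits, smallest possible 0.0286). Hour 8 correlated least with the others (mean r 0.367), and the difference was 0.0263 without hour 3, 0.046 without hour 2, 0.0373 without hour 4 and 0.158 without hour 6. Counting hour 5 as early gave 0.0769 and an exact p of 0.0286.

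**Figure D5:**
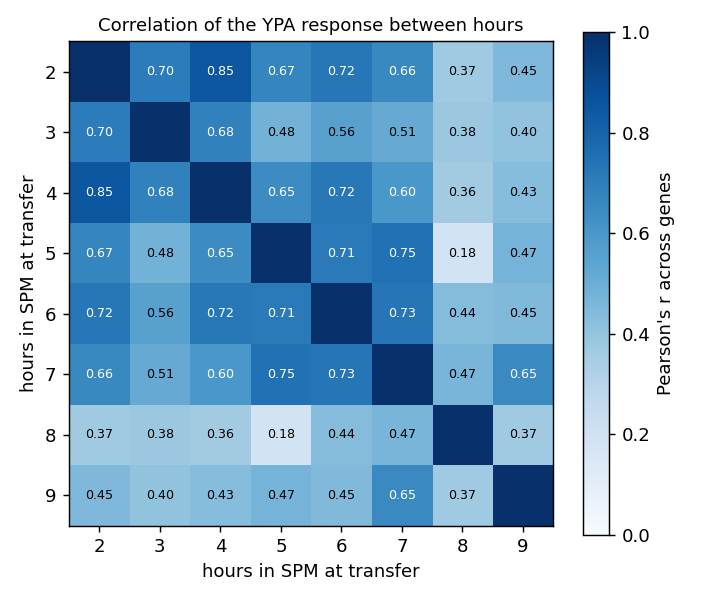
Pearson's r across genes (colour and printed values) between the YPA responses at 20 and 40 min of each pair of transfer hours, with hours in SPM on both axes. Pairs of early hours had a mean r of 0.746, and pairs with hour 8 a mean of 0.367.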

Values the study reported

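The study reports that approximately 1,400 genes were induced more than 2-fold during sporulation. In its experiments with transfer to YPD, a rich glucose medium that is not part of the arrays used here, it reports about 1,000 genes induced after transfer, and about 1,200 genes repressed early against about 480 late. It also reports 269 mid-sporulation genes, of which 24 (9%) were maintained after transfer to YPD. For transfer to YPA, the medium of the arrays used here, and to glucose alone, it reports that the downregulation of the others was not seen.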

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

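The stage contrasts, the list tests, quantification day as a block, the hours left out and hour 5 counted as early were fixed beforehand. The other tests in this part were chosen after the results were seen. Of 42 groups of values 9 held an array far from the others, and chance does this in about 1 in 20 groups. The array measures among them came from PCR arrays. In SPM at 3 h, 40.23% of gene spots were detected in the sample channel and 39.03% in the reference channel, and the correlation with the deposited table was 0.912. In YPA 0 min at 2 h the share was 40.8% and the correlation 0.97. In YPA 20 min at 5 h the shares were 56.57% and 61.58%. In YPA 40 min at 3 h the SD of duplicate spots was 0.128. The mean response of RNA polymerases I and III at 8 h was -0.175.

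Between late and early cells 413 gene responses differed by the test of the difference itself. The list medians that differed with them were those of ribosomal proteins (-1.24), middle meiosis (-1.17), ribosome biogenesis (-0.74), the mitochondrial ribosome (-0.55), meiotic divisions (-0.5), translation factors (-0.49), RNA polymerases I and III (-0.47), the stress response (0.57), the proteasome (0.52), nitrogen catabolite repression (0.41), G1 and DNA replication (0.26) and the TCA cycle (0.18). With an estimated correlation none of these 12 lists passed (adjusted p from 0.0556 to 0.496). Genes picked on some hours and measured on the others differed by 0.65 (log2, mean of both directions), of which 0.59 lay in the SPM arrays and 0.04 in the YPA arrays, so the stage difference may largely be one of levels before transfer. With quantification day as a block 379 genes stayed called (91.8%), which argues against a constant shift between days as the whole of the difference. With array type as a block 413 stayed called (100%). That block takes out only a constant shift of a gene between the types, so it cannot speak to probes that follow the course differently. In SPM at 8 h, a PCR array, 89 genes lay at least 8-fold from the mean of 7 and 9 h. For 69 of these the values at 7 and 9 h were within 2-fold. The oligonucleotide arrays alone called 317 genes, 212 of them among the 413, so a part played by array type stays open. That cells of different stage also respond differently stays open for part of the genes.

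The response at hour 8 stood apart, with a mean correlation of 0.346 with hours 2 to 6, against 0.441 for hour 9 and 0.65 for hour 7. With the SPM arrays of hours 7 and 9 as baseline it was 0.594. The change from 0 to 40 min in YPA, which uses no SPM array, correlated with the other hours at 0.531, the highest of the hours, which argues against different cells at hour 8. The SPM array of that hour, of the PCR type, is a candidate source of the distance. Whether the array or the RNA put on it differed was not tested.

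Spots under an old name, YCRX07W, found on the PCR arrays and not used in any comparison, gave a log2 ratio of 5.61 in SPM at 8 h. They were also high at 5 h (5.54 in YPA at 20 min and 4.43 at 0 min), and lay between 0.23 and 1.15 on the other PCR arrays. The high value is therefore not particular to 8 h.

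Other splits of the same arrays were counted for each fit. They exchange labels among arrays of apparently 1 culture, so they bear on a chance labelling, and not on quantification day or on chance between cultures. No other split reached the real count for the response at 20 and 40 min (2506 genes, highest other split 243, with 1 of 100 splits as large, the real one), at 20 min (2157, highest other 326, 1 of 100), at 40 min (2203, highest other 656, 1 of 100) or for 40 against 0 min (1804, highest other 1316, 1 of 100). The same held in early cells (1965, highest other 1017, 1 of the 27 choices of the SPM array within these hours), in late cells (1899, highest other 618, 1 of 54 such choices) and for the late minus early response difference (413, highest other 186, 1 of 35). The last 3 stood at the smallest share their splits allow. With labels exchanged within all hours of both stages, the highest other count was 1602 for early cells and 1173 for late cells, each with 1 of 100 splits as large. The response difference also fell to 171 genes without hour 2, 199 without hour 7, 195 without hour 8 and 103 with hour 5 counted as early, so its rank among the splits holds for the grouping of hours as fixed and rests on few arrays. Of its held-out size of 0.65, 0.59 lay in the SPM arrays. The splits could not settle the stage difference of those arrays, for the reason given below.

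Chance cannot be excluded for the response at 0 min (95 genes, 6 of 100 splits as large, highest other 402). The highest split exchanged, up to its mirror, the labels of hours 3 and 8, the hours whose SPM array was of PCR products, so it points to the array type. The count was 122 with array type as a block and 291 on the oligonucleotide arrays alone. For the late minus early difference in SPM (230 genes, 2 of 35 splits as large) the splits cannot decide. The larger split set hours 7, 8 and 9 against all earlier hours of the contrast and gave 279. It is itself a contrast of later with earlier hours, and so no chance labelling.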

How the results depend on the processing

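The settings for array type, oligonucleotide arrays alone, single quantification days and the 8 h SPM array, and the hours left out of the similarity, were chosen after the data were seen. For 393 called gene results under 29 alternatives, 9018 of 9877 values were still called, 856 were lost and 3 reversed, 286 values not called before were called, and 165 results were never lost. For 70 called list results under 30 alternatives, 1740 of 1914 were still called, 170 were lost and 4 reversed, 74 were called anew, and 10 were never lost. Where a cause is not named, the cause was not tested. Genes whose signal lies near the background limit precision.

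Asking for at least 2-fold left 754 genes at 20 and 40 min, 49 at 0 min, 756 at 20 min, 786 at 40 min, 573 for 40 against 0 min, 1130 in early cells, 816 in late cells and 1396 in late SPM, by construction. At 0 min median centring gave 62, the procedure of the study 61, 55 came from the deposited values, and scaling between arrays gave 37 and array weights 311. For the response difference the procedure of the study gave 223, 246 came from the deposited values, and scaling gave 139 and array weights 832. For the SPM difference no background correction gave 145, scaling 411 and array weights 1602. In early SPM scaling gave 1695 and array weights 2076, and array weights gave 3214 in late SPM. Scaling gave 1104 in late cells.

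Scaling between arrays reversed the test of middle meiosis at 20 and 40 min (-0.041) and in late cells (0.146), and of meiotic divisions (-0.124) and the TCA cycle (-0.081) in the response difference. SPS4 at 40 min, not called before (-0.15), was called at 1.523 after scaling. Within the most used quantification day SPS18 reversed (0.091), and within the next MSH1 (-0.018) and GRE1 (0.386) did so for 40 against 0 min. The estimated correlation left 10 of the 70 list calls.

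Without the hour block the counts were 27 at 0 min, 1417 at 20 min, 1063 for 40 against 0 min and 145 for the response difference. With quantification day as a block they were 14 at 0 min, 1276 at 20 min, 1198 in late cells, 0 by limma for the SPM difference (2 residual degrees of freedom, 698 at an unadjusted p under 0.05, all 230 with their sign kept), 515 in early SPM and 1175 in late SPM. Hour 5 as early gave 103 for the response difference, 0 by limma for the SPM difference (851 at an unadjusted p under 0.05) and 0.0769 for the similarity. Hour 5 as late gave 582 for the SPM difference, and late hours 6 to 8 gave 235 for the response difference. Array type as a block moved no count of genes by more than 1.5 times.

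The oligonucleotide arrays alone gave 291 at 0 min and 4 for the SPM difference. The most used quantification day alone (2 residual degrees of freedom) gave by limma 1 gene at 20 and 40 min, 0 at 0 min, 1 at 20 min, 5 at 40 min and 0 for 40 against 0 min (1239, 260, 857, 1133 and 437 at an unadjusted p under 0.05), and the next (1 residual degree of freedom) 0 at 0 min (561), 402 at 40 min and 419 for 40 against 0 min. The fate share was 51.9% with the procedure of the study, 53.1% in the deposited table, 42.4% after scaling and 73.6% when the hour itself also had to pass.

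Leaving out 1 hour or array gave 2223 to 2576 genes at 20 and 40 min, 40 to 171 at 0 min, 1824 to 2269 at 20 min, 1883 to 2235 at 40 min, 1493 to 1988 for 40 against 0 min, 1475 to 2132 in early cells, 1370 to 2148 in late cells, 171 to 639 for the response difference, 0 (without hour 3, by limma, 1085 at an unadjusted p under 0.05) to 672 (without hour 6) for the SPM difference, 258 to 1403 in early SPM and 1316 to 2140 in late SPM. The called lists numbered 66 to 74, the similarity difference ranged from 0.0263 to 0.158, the fate share was 65.5% without hour 8, and without the 8 h SPM array 1935 genes were induced and 986 in 3 consecutive hours.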

Other observations

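The stage contrasts themselves, and the count of induced genes with its alternatives other than leaving out the 8 h SPM array, were fixed beforehand. The other tests in this part were chosen after the results were seen. The levels reached in YPA at 20 and 40 min were compared between late and early hours. Of 6328 genes 810 differed, 373 higher and 437 lower. The medians of late sporulation (log2 3.04, with only 3 of 8 called higher) and middle meiosis (2.16, with only 3 of 42 called higher) were higher in late cells. Those of early meiosis (-1.02, 17 of 36 called lower), the proteasome (-0.77, 23 of 34) and the TCA cycle (-0.68, 25 of 48) were lower. Ribosomal proteins (-0.03) and ribosome biogenesis (-0.06) had medians near 0 in YPA, with 0 of 137 and 1 of 120 called by limma. These lists were described at this level and not tested as sets. Of the 413 genes of the response difference, 250 had a YPA level that differed in the same direction, 56 of them called, and 387 of 407 had an SPM level that differed in the opposite direction, 89 of them called. Their median absolute difference was 1.24 in SPM and 0.39 in YPA.

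Iron uptake genes stood higher in late cells after transfer. FET3, a multicopper oxidase of iron uptake, was at -2.81 in early and -0.59 in late YPA (adjusted p = 0.00561), the heme oxygenase HMX1 at -1.9 and 0.43 (adjusted p = 0.00334), and CCC2 (adjusted p = 0.0055), FTR1 (0.0247), FIT1 (0.0236) and FRE3 (0.0464) were higher too. In SPM, HMX1 (-0.17 and 1.53), CCC2 (0.34 and 1.87) and FRE3 (-0.69 and -0.13) were already higher in late than in early hours, and the differences in their responses did not pass (adjusted p = 0.28, 0.62 and 0.908), so for these 3 levels before transfer stay open as the cause. The response differences of FET3 (2.68, adjusted p = 0.000222) and FIT1 (1.44, adjusted p = 0.0402) passed. The list was written after FIT2, FET3, FTR1, SIT1 and SMF3 had been seen, so the 19 members not seen before were tested. These were measured on the same arrays and may vary together with the genes seen, so the test is no independent check. All 19 were higher in late YPA (median 0.63, camera p = 2.35e-06, and 0.0332 with an estimated correlation). In SPM 10 of 19 were higher (median 0.04), and the response difference of the 19 passed camera at its preset correlation between genes (median 0.25, p = 0.00437) but not with an estimated correlation (p = 0.0791), so a part played by SPM levels stays open for the set. On the oligonucleotide arrays alone p was 1.89e-05, and within the 6 arrays at 20 min of 1 quantification day 0.000339 (median 0.42, 17 of 19 higher, and 0.105 with an estimated correlation), which argues against array type and, less firmly, against day.

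The count of genes induced at least 2-fold in 1 or more SPM arrays, 2270, was higher than the value quoted from the study above by more than 1.5 times. The count was 1935 without the 8 h SPM array, 2027 without background correction and 1912 after scaling between arrays, none of which exceeds it by that margin, and 2448 with median centring, 2497 with the procedure of the study and 2329 in the deposited value table, which all do. Which sporulation arrays gave the value of the study was not established here. The count of 2270 takes in 724 genes that passed on exactly 1 array, and 1039 passed in at least 3 consecutive hours.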
